# miRNA Expression Profile and Effect of Wenxin Granule in Rats with Ligation-Induced Myocardial Infarction

**DOI:** 10.1155/2017/2175871

**Published:** 2017-08-15

**Authors:** Aiming Wu, Lixia Lou, Jianying Zhai, Dongmei Zhang, Limin Chai, Bo Nie, Haiyan Zhu, Yonghong Gao, Hongcai Shang, Mingjing Zhao

## Abstract

Wenxin Granule (WXKL) is a traditional Chinese medicine used for treatment of myocardial infarction (MI) and arrhythmias. However, the genomic pathological mechanisms of MI and mechanisms of WXKL are largely unknown. This study aims to investigate a comprehensive miRNA expression profile, and the predicted correlation pathways to be targeted by differentially expressed miRNAs in MI, and mechanisms of WXKL from a gene level. MI rat model was established by a coronary artery ligation surgery. miRNA expression microarrays were performed and the data were deposited in Gene Expression Omnibus (GEO number GSE95855). And, pathway analysis was performed by using the DIANA-miRPath v3.0 online tool. The expressions of miR-1, miR-133, Cx43, and Cx45 were detected by quantitative real-time PCR. It was found that 35 differentially expressed miRNAs and 23 predicted pathways, including miR-1, miR-133, and gap junction pathway, are involved in the pathogenesis of MI. And, WXKL increased the expressions of miR-1 and miR-133, while also increased the mRNA levels of Cx43 and Cx45, and, especially, recovered the Cx43/Cx45 ratio near to normal level. The results suggest that regulatory effects on miR-1, miR-133, Cx43, and Cx45 might be a possible mechanism of WXKL in the treatment of MI at the gene level.

## 1. Introduction

Myocardial infarction (MI) is a serious cardiovascular disease that threatens human health. It remains one of the predominant causes of morbidity and mortality even though great efforts have been made to manage it [1]. In China, the mortality from MI is increasing attributable to population aging [2]. Arrhythmia, especially ventricular fibrillation, is one of the leading causes of death in patients with MI. And, in more than half of sudden death cases, ventricular fibrillation appears as the first symptom during MI [3]. Therefore, further research of the pathological mechanism and finding suitable agents are very important to prevent potential lethal arrhythmia following MI.

In recent years, natural product medicine, such as traditional Chinese medicine, has drawn great attention from people around the world and has been playing important roles in the prevention and treatment of cardiovascular diseases [4–6]. A traditional Chinese medicine named Wenxin Granule (WXKL) has been reported to prevent MI and arrhythmias [7–9]. However, the pharmacological mechanisms of WXKL at the genomic level in MI are largely unknown.

MicroRNAs (miRNAs) have been demonstrated as critical factors involved in various cardiovascular diseases including arrhythmias following MI [10, 11]. As well known, posttranscriptional regulation is a pivotal and precise regulatory mechanism that plays an important role in the process of gene expression. miRNAs play central roles in posttranscriptional regulation processes, leading to the inhibition of one or more posttranscriptional target genes silencing and then regulating the corresponding pathways. miRNAs are a class of approximately 20–22 nucleotide long, endogenous noncoding RNAs. The functional strand of mature miRNA could regulate protein expression at the posttranscriptional level by binding to the 3′ untranslated regions of the target mRNA [12]. Since the initial discovery of miRNAs in 1993 (Lee et al., 1993), it has so far registered over 1800 miRNAs, which target about 60% of human genes, in the miRBase database (http://www.mirbase.org/) [13]. Recently, much evidence has indicated that miRNAs play an important role in the pathogenesis of cardiovascular disease, including coronary artery disease, myocardial infarction, atherosclerosis, arrhythmias, and heart failure, by involving in specific signaling pathways [14–17]. However, a comprehensive miRNA expression profile, especially the pathways predicted to be targeted by differentially expressed miRNAs in ligation-induced MI rats, is still unclear.

Recent progress in miRNA expression microarray has enabled the use of the high throughput technologies to obtain an in-depth understanding of the pathological mechanisms of MI and pharmacological mechanisms of natural product medicine at the genomic level. In present study, a MI rat model was established by a direct coronary artery ligation surgery method and confirmed by electrocardiographic (ECG) and histopathological methods. Then, left ventricular tissues from 3 MI rats and 3 non-MI rats (control) were collected for miRNA expression microarray analyses. To assess the pathways predicted to be targeted, pathway analysis of differentially expressed miRNAs was performed by using the DIANA-miRPath v3.0 tool. The relative expressions of miR-1 and miR-133 were validated by quantitative real-time PCR, and the possible effects of WXKL were observed at the same time. Additionally, the effect of Wenxin Granule on Cx43 and Cx45, those involved in gap junction pathway, was also observed in the present study.

## 2. Materials and Methods

### 2.1. Animals

A total of 50 male Sprague-Dawley (SD) rats, weighted 200 ± 20 g, were acquired from Beijing Vital River Laboratory Animal Technology Co. Ltd. (License number SCXK (Beijing) 2012-0001).

### 2.2. Drugs

Wenxin Granule (SFDA Approval number Z10950026) was manufactured by Shandong Buchang Pharmaceuticals Co. Ltd., Xi'An, China. Captopril tablets (SFDA Approval number H31022986) were manufactured by Sino-American Shanghai Squibb Pharmaceuticals Ltd., Shanghai, China.

### 2.3. The MI Rat Model Preparation

The model was established by a direct coronary artery ligation surgery method as described previously [18]. Before surgery, the rats were anaesthetized with 1% pentobarbital sodium (50 mg/kg) intraperitoneally, and a twelve-lead electrocardiogram (ECG) was performed preoperatively. After left thoracotomy, the left anterior descending coronary artery was ligated directly at the location between the pulmonary cone and the left atrial appendage under its origin 2-3 mm in all groups except the control. Additionally, a twelve-lead ECG was performed postoperatively the day after the surgery. Whether the surgery was successful can be judged by Q wave in postoperative ECG, compared with preoperative ECG. In the experimental period, the total mortality rate was 20% to 30%. The main causes of death were lethal arrhythmias, respiratory failure, and acute pump failure.

### 2.4. Design and Allocation

This protocol was approved by the Standing Committee on Animals at Dongzhimen Hospital Affiliated to Beijing University of Chinese Medicine. All animals used in this study received humane care in compliance with the National Institutes of Health Guide for the standards for ethical treatment of laboratory animals. And, efforts were made to minimize the number of animals used. The MI rats with a successful coronary artery ligation surgery were assigned randomly into the model group, the captopril group, and the WXKL group. Meanwhile, the rats without coronary artery ligation were assigned to the control group, with 9 rats in each group. The day after the surgeries, treatments were administered to the rats intragastrically for 4 weeks. All drugs were ground and mixed with distilled water before administration. The captopril group was given with a dosage of 2.2 mg/kg of captopril tablets. The WXKL group was given with a dosage of 2.7 g/kg of WXKL. The sham group and the model groups received the same volume of distilled water via oral gavage. After 4 weeks of treatments, all rats were anaesthetized and dissected to isolate the heart for the subsequent experiments.

### 2.5. Masson Trichrome Staining

Masson trichrome staining was performed with tissue that was fixed in 4% paraformaldehyde and embedded in paraffin. The tissue was cut into 4 *μ*m sections using a paraffin slicer. The main procedures performed are as follows: deparaffinize and rehydrate through xylene and a series of ethanol washes (100, 95, 90, 80, and 70% alcohol), stain in Biebrich scarlet-acid fuchsin solution for 15 minutes, wash in distilled water, differentiate in phosphomolybdic-phosphotungstic acid solution for 5 minutes, transfer sections directly to brilliant green solution and stain for 10 minutes. rinse briefly in distilled water and differentiate in 1% acetic acid solution for 1 minute, wash in distilled water, dehydrate very quickly through 95% alcohol, 100% alcohol, and clear in xylene, and mount with resinous mounting medium.

### 2.6. Microarray Hybridization

RNA was extracted by mirVana™ RNA Isolation Kit (Applied Biosystem, Foster, CA, USA) following the manufacturer's instructions. Cyanine-3- (Cy3-) labeled cRNA was prepared from 0.2 *μ*g RNA using the One-Color Low RNA Input Linear Amplification PLUS kit (Agilent Technologies, Santa Clara, CA) according to the manufacturer's instructions, followed by RNeasy column purification (QIAGEN, Valencia, CA). Dye incorporation and cRNA yield were checked with the NanoDrop ND-1000 Spectrophotometer. Then, 0.6 *μ*g of Cy3-labelled cRNA (specific activity > 10.0 pmol Cy3/*μ*g cRNA) was fragmented at 60°C for 30 minutes in a reaction volume of 22.5 *μ*l containing 1x Agilent fragmentation buffer and 2x Agilent blocking agent following the manufacturers' instructions. On completion of the fragmentation reaction, 22.5 *μ*l of 2x Agilent hybridization buffer was added to the fragmentation mixture and hybridized to Agilent Rat miRNA (8^∗^15K, Design ID: 070154) for 17 hours at 65°C in a rotating Agilent hybridization oven. After hybridization, microarrays were washed 1 minute at room temperature with GE Wash Buffer 1 (Agilent) and 1 minute with 37°C GE Wash buffer 2 (Agilent), then dried immediately by brief centrifugation. Slides were scanned immediately after washing on the Agilent DNA microarray scanner (G2505C) using one color scan setting for 4 × 180 k array slides (scan area 61 × 21.6 mm, scan resolution 3 um; dye channel is set to Green and Green PMT is set to 100%). The microarray data discussed in this study have been deposited in the National Center for Biotechnology Information (NCBI) Gene Expression Omnibus (GEO) and are accessible through (GEO) Series accession number GSE95855 (https://www.ncbi.nlm.nih.gov/geo/query/acc.cgi?&acc=GSE95855).

### 2.7. Bioinformatic Analysis

The scanned images were analyzed with Feature Extraction Software 10.7.1.1 (Agilent Technologies) using default parameters to obtain background subtracted and spatially detrended processed signal intensities as the raw data. Raw data were normalized in quantile algorithm with Genespring 13.0 (Agilent Technologies). The probes that at least 100.0 percent of samples in any 1 condition out of 2 conditions have flags in "Detected" were maintained for further data analysis. Differentially expressed miRNAs were then identified through fold change as well as *P* value calculated using *t*-test. The threshold set for up- and downregulated genes was a fold change ≥ 2.0 and a *P* value ≤ 0.1. Hierarchical clustering was performed to show the distinguishable miRNA expression pattern among samples. Kyoto Encyclopedia of Genes and Genomes (KEGG) pathway enrichment analyses were performed by using the online DIANA-miRPath v3.0 tool (http://www.microrna.gr/miRPathv3) to identify the main functions of the differentially expressed miRNAs [19].

### 2.8. Real-Time Quantitative RT-PCR

Quantification was performed with a two-step reaction process: reverse transcription (RT) and PCR. MicroRNA was reversely transcribed using TaqMan® microRNA Reverse Transcription Kit (Catalog number 4366596, Applied Biosystems, Foster, CA, USA) and then used for quantitative real-time PCR using FastStart Universal SYBR Green Master (Rox) (Catalog number 04913914001, Roche, Swiss) according to the manufacturer's instructions. U6 was used as internal controls. The microRNA-specific primer sequences were performed using TaqMan microRNA Assays (Catalog number 4427975, Applied Biosystems). The mRNA was reversely transcribed using Thermo Scientific RevertAid First Strand cDNA Synthesis Kit (Catalog number #K1622, Thermo Fisher Scientific Inc., USA). The mRNA quantitative real-time PCR was performed using SYBR Green PCR Master Mix (Catalog number 4309155, Applied Biosystems) according to the manufacturer's instructions. GAPDH was used as internal controls. The mRNA-specific primer sequences were designed and synthesized as follows: Cx43 forward: 5′-CAACAACCTGGCTGCGAAAA-3′; reverse: 5′-ACCTTGCCGTGCTCTTCAAT-3′. Cx45 forward: 5′-GGGCTCTGGAAGAAACGGAA-3′; reverse: 5′-ATGCTTGGGTTTTGGTTGGC-3′. GAPDH forward: 5′-AGTTCAACGGCACAGTCAAG-3′; reverse: 5′-TACTCAGCACCAGCATCACC-3′. The expression levels of microRNAs were normalized to U6. The expression levels of mRNAs were normalized to GAPDH. And, the expression levels of microRNAs and mRNAs were calculated using the 2^−ΔΔCt^ method [20].

### 2.9. Statistical Analysis

SPSS software package 13.0 for windows was used for data analysis. Continuous variables were expressed as mean ± standard deviation (SD). Statistical analysis was carried out on three or more groups by one-way analysis of variance (ANOVA) and LSD (Fisher's least significant difference) test. A value of *P* < 0.05 was considered statistically significant.

## 3. Results

### 3.1. Identification of the MI Rat Model

We first determined whether the coronary artery ligation surgery was successful in the present study. As shown in Figure 1(a), the ECG of the model group exhibited pathological Q waves. As shown in Figure 1(b), anatomical samples of the heart could be observed with significant MI scarring in the model group. As shown in Figure 1(c), local tissue fibrosis could be observed in the model group by Masson trichrome staining. The above results confirmed the MI model reliability that we used in the present study.

### 3.2. miRNA Expression Signature and Hierarchical Clustering Analysis of MI Rat Model

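Left ventricular RNA from 3 control rats and 3 model rats, taken 4 weeks after surgery, was measured with 1 one-color Agilent miRNA array per rat. The authors deposited each array's scanner output from Feature Extraction 10.7.1.1, which holds signal intensities that are background subtracted and spatially detrended but not normalized between arrays, and a table of their own normalized log2 values. Of the miRNAs on the array, the software called between 106 and 111 detected on each control array and between 120 and 122 on each model array. The summed signal of the detected miRNAs lay between 12064 and 16958 on the control arrays and between 16428 and 23455 on the model arrays, so these ranges overlapped. None of the miRNA features was saturated (0 on each array). The number of arrays limits the precision of each value.

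The value planned for each miRNA was the total signal that the software lists for it. In 227 instances over the 6 arrays, this deposited total differed by more than 1% from the sum of the miRNA's detected probes. In 227 of these 227 instances the excess equalled, within 1% of the total, the deposited total of the preceding detected miRNA in name order. The value was therefore recomputed for each miRNA as the sum of the probes whose total signal exceeded 3 times its error, and a miRNA without such a probe was given 0.1, as in the files. This departure from the plan was made after the data had been examined, when the counts of differentially expressed miRNAs from the deposited totals had been seen. It was also known by then that the recomputed sums rank the detected miRNAs as the authors' own values do, with a Spearman's rho across miRNAs of 1.0 on each array, against 0.496 to 0.607 for the deposited totals. The deposited totals were kept as an alternative.

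The recomputed signals were normalized with the quantile algorithm, as the paper states, signals under 1 were set to 1, and log2 was taken. A miRNA was tested if it was detected on all arrays of at least 1 group, the paper's filter, which 116 miRNAs passed. Model and control were compared with limma (two-sided), with Benjamini-Hochberg adjustment. The adjusted threshold was a fold change of at least 2 with an adjusted p of at most 0.05, and the paper's threshold a fold change of at least 2 with an unadjusted p of at most 0.1. An exact permutation test of 3 rats against 3 cannot go below p = 0.10. All 6 arrays lay on 1 slide and were scanned on 1 occasion, with the control arrays in row 1 and the model arrays in row 2, so the position on the slide and the group cannot be told apart.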

At 4 weeks after the coronary artery occlusion surgery, miRNA expression profile was tested between the control and MI rat models. As shown in Figure 2, a total of 35 differentially expressed (more than a twofold change) miRNAs were identified. 

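Of the 116 miRNAs tested, 37 passed the paper's threshold with limma, and 33 of these are among the 35 miRNAs of Figure 2 and changed in the direction shown there. The fitted fold changes of all 35 miRNAs of Figure 2 were in that direction, but for rno-miR-125a-3p and rno-miR-93-5p, which were undetected on every control array and have a bound below 1 with quantile normalization, that fit gives no direction. After Benjamini-Hochberg adjustment, 25 miRNAs remained past the adjusted threshold, and 25 of these 25 are in Figure 2. With undetected signals at the floor, the 3 model values of each of these 25 miRNAs lay on one side of the 3 control values, as did those of 67 of the 116 miRNAs tested, where chance gives 10%. Of the 37 miRNAs at the paper's threshold, 20 were detected on all 6 arrays, 8 were undetected on some arrays, and 9 were undetected on every array of one group. Among the alternatives that kept all arrays and the same 116 miRNAs, correcting the background with normexp moved the counts most, to 6 miRNAs at the paper's threshold and 3 at the adjusted one. Many fold changes shrank there, and some calls lost the fold of 2 but kept their adjusted p. rno-miR-31a-5p was at 0.56 (limma adjusted p = 0.0138) and rno-miR-30e-5p at -0.4 (limma adjusted p = 0.0149). Others lost both, such as rno-miR-223-3p at 0.08 (limma adjusted p = 0.25). Without model replicate 1, the adjusted count rose from 25 to 42, and without model replicate 2 it was 7. With the total signals as deposited, 32 miRNAs passed the paper's threshold, 22 of them in Figure 2, and 23 the adjusted one.

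**Figure D1:**
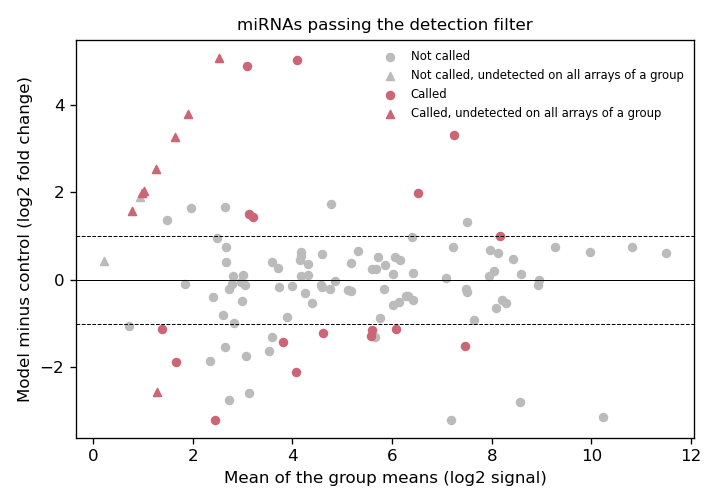
Log2 fold change of model against control over the mean of the group means (log2 signal) for the 116 tested miRNAs. Points are miRNAs, red where called at the adjusted threshold (25), triangles where undetected on all arrays of one group, whose plotted fold changes depend on the signal floor, and dashed lines mark a fold change of 2.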

Compared with the control group, 17 miRNAs were downregulated in the model group as shown in the upper portion of Figure 2. 

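At the paper's threshold, 19 miRNAs were lower in the model group, and 11 of them passed the adjusted threshold. Values at the signal floor have no order, so the largest changes past the adjusted threshold were taken among miRNAs detected on all 6 arrays. This leaves out, for example, rno-miR-499-5p, detected on 1 of 3 model arrays, at -3.19 (limma adjusted p = 0.035). With the floor at each array's lowest detected signal it was -3.11 (limma adjusted p = 0.0395), and under 13 alternatives it fell below the adjusted threshold. The array's annotation places the rno-miR-30e-5p probes on chromosome 5 of the rat build rn4, from 141365137 to 141365152. Its log2 signal was 5.12 ± 0.08 (SD, n = 3) in the control group and 3.02 ± 0.74 (SD, n = 3) in the model group, a log2 fold change of -2.10 (standard error 0.39, limma adjusted p = 0.0198). For rno-miR-126a-3p, on chromosome 3 from 4768167 to 4768183, the signal fell from 8.21 ± 0.02 to 6.71 ± 0.25, a log2 fold change of -1.50 (standard error 0.15, limma adjusted p = 0.00334). The rno-miR-30c-5p probes lie on chromosome 5 from 141362141 to 141362158, and the signal changed from 4.52 ± 0.09 to 3.11 ± 0.49, a log2 fold change of -1.42 (standard error 0.27, limma adjusted p = 0.0198). The exact permutation p of each of these 3 miRNAs was 0.10, the smallest the design allows. When each of the 6 arrays was left out in turn, rno-miR-126a-3p stayed past the adjusted threshold in 6 of 6 fits, and rno-miR-30e-5p and rno-miR-30c-5p in 2 of 6. With no normalization, however, rno-miR-126a-3p passed neither threshold (-0.68), whereas rno-miR-30e-5p and rno-miR-30c-5p passed both (-1.70 and -1.07). rno-miR-30e-3p was detected on 3 control arrays and on 0 model arrays, and was at least 5.19-fold lower in the model group with quantile normalization (limma adjusted p = 0.00546 with the floor at each array's lowest detected signal, and 7.78e-08 to 0.0903 over the alternatives). This bound sets the mean of the group that detected the miRNA against the lowest detected signal on each array of the other group. Detection is judged per probe against its own error, so an undetected miRNA can lie above that signal. The true fold may therefore be smaller than the bound. The bound also depends on the scaling: it was 4.07 with the 75th percentile over miRNAs detected on all arrays and 2.10 with no normalization. Scaling changed the number of lower miRNAs, which was 28 at the paper's threshold with each array scaled to its 75th percentile over the miRNAs detected on all arrays, and 11 with no normalization.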

And the other 18 miRNAs were upregulated as shown in the lower portion of Figure 2. 

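In the model group 18 miRNAs were higher at the paper's threshold, 14 of them past the adjusted threshold. rno-miR-140-3p (5.01, limma adjusted p = 0.0221) and rno-miR-140-5p (4.87, limma adjusted p = 0.0198) were detected on 2 and 1 of 3 control arrays. With the floor at each array's lowest detected signal they were at 4.42 and 3.55. They fell below the adjusted threshold under 12 and 8 alternatives. Among miRNAs past the adjusted threshold and detected on all 6 arrays, the largest change was that of rno-miR-214-3p. Its probes lie on chromosome 13 of rn4 from 77916262 to 77916275. Its log2 signal was 5.59 ± 0.43 (SD, n = 3) in the control group and 8.89 ± 0.71 (SD, n = 3) in the model group, a log2 fold change of 3.30 (standard error 0.44, limma adjusted p = 0.00777). rno-miR-199a-3p, for which the array's annotation gives no single position, as for rno-miR-155-5p, rose from 5.52 ± 0.40 to 7.51 ± 0.59, a log2 fold change of 1.98 (standard error 0.38, limma adjusted p = 0.0198). The signal of rno-miR-155-5p was 2.38 ± 0.12 in the control group and 3.88 ± 0.45 in the model group, a log2 fold change of 1.50 (standard error 0.25, limma adjusted p = 0.0198). The exact permutation p of each was 0.10. With each array left out in turn, rno-miR-214-3p stayed past the adjusted threshold in 6 of 6 fits, and rno-miR-199a-3p and rno-miR-155-5p in 2 of 6. With the 75th percentile of the miRNAs detected on all arrays, rno-miR-155-5p passed neither threshold (0.92), whereas rno-miR-214-3p and rno-miR-199a-3p passed both (2.66 and 1.67). Of the 14 miRNAs past the adjusted threshold, 7 were undetected on every control array. For these only a bound against the lowest detected signal can be given, which depends on the scaling and may exceed the true fold. With quantile normalization this bound was 9.49-fold higher for rno-miR-31a-5p, 3.92-fold for rno-miR-199a-5p and 2.75-fold for rno-miR-152-3p. Their lowest bounds over 4 scalings were 8.10, 3.25 and 2.43. With the floor at each array's lowest detected signal, their limma adjusted p was 0.00419, 0.0208 and 0.0243, and over the alternatives it ran from 4.27e-06 to 0.0138, from 6.51e-05 to 0.0277 and from 1.13e-06 to 0.031. The bounds of rno-miR-223-3p, rno-miR-324-5p and rno-miR-511-3p were 1.65, 1.16 and 1.12, and no fold is given for rno-miR-93-5p, whose bound is below 1. These 4 passed neither threshold with that floor, but with no normalization their bounds were 3.35, 2.20, 2.23 and 2.04. With no normalization 34 miRNAs were higher at the paper's threshold, and 14 with that 75th percentile.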

Thereafter, hierarchical clustering analysis illustrated that differentially expressed miRNAs could distinguish control and model samples apparently as shown in the sample clustering tree (on the top of Figure 2).

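Clustering used all 116 tested miRNAs, which were not selected by fold change or p. The detection filter does use the groups, however. It let in 1 miRNA undetected on every model array and 9 undetected on every control array. Average linkage on 1 minus the Pearson correlation divided the arrays first into the 3 control and the 3 model arrays. The mean silhouette width of the group labels was 0.653, the largest of the 10 divisions of 6 arrays into 3 and 3 (exact permutation p = 0.10, the smallest possible). The same 116 miRNAs were kept for every division, which may favour the real one. The width was between 0.79 and 0.837 for the control arrays, 0.692 and 0.695 for model replicates 2 and 3, and 0.079 for model replicate 1, which thus lay almost as near to the control arrays as to the other model arrays. Pearson correlations across miRNAs, which are not independent replicates, ran from 0.879 to 0.985 between arrays of one group and from 0.667 to 0.925 between the groups. With the 37 miRNAs past the paper's threshold alone, the mean width was 0.75. The 91 miRNAs detected on all 6 arrays are a set chosen without the group labels. Over these the mean width was 0.545, and the first division set model replicate 3 apart from all the others. Without model replicate 2 the first division also set model replicate 3 apart, with a mean width of 0.547. From the clustering tree of the samples, the paper concludes that the differentially expressed miRNAs separate control from model samples.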

### 3.3. Target Prediction of Differentially Expressed miRNAs

Target genes of differentially expressed miRNAs were the intersection predicted with TargetScan and microRNAorg databases. As shown in Figure 3, a total of 5829 potential target genes were predicted in the common set of the two databases.

### 3.4. Pathway Analysis of Differentially Expressed miRNAs

To assess the pathways predicted to be targeted, pathway analysis of differentially expressed miRNAs was performed by using the DIANA-miRPath v3.0 tool. As shown in Figure 4, the 23 pathways were predicted to be related to the 35 former differentially expressed miRNAs. ECM-receptor interaction, fatty acid metabolism, TGF-beta signaling, and gap junction pathway were involved in these predicted pathways.

### 3.5. Relative Expressions of miR-1 and miR-133

The relative expressions of miR-1 and miR-133 were validated by quantitative real-time PCR, and the possible effects of WXKL were observed at the same time. The relative expression of miRNAs was normalized against that of the U6 endogenous control. As shown in Figure 5, the relative expression of miR-1 decreased in the model group compared with the control group (*P* < 0.01). Compared with the control group, the relative expression of miR-133 decreased in the model and the captopril groups (*P* < 0.01 and *P* < 0.05, resp.). Compared with the model group, the relative expressions of miR-1 and miR-133 increased in the WXKL and the captopril groups (*P* < 0.01 and *P* < 0.05, resp.).

### 3.6. Pathway Analysis of Differentially Expressed Cardiac-Specific miRNAs

MiR-1 and miR-133 are muscle-enriched miRNAs, and they are abundant in the heart. To further assess the pathways predicted to be targeted, pathway analysis of differentially expressed cardiac-specific miRNAs was performed by using the DIANA-miRPath v3.0 tool. 

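On the arrays, 5 members of the miR-1 and miR-133 family passed the detection filter, and 5 of 5 were lower in the model group. Of these, 4 passed the paper's threshold and 0 the adjusted one. The array's annotation places the probes of rno-miR-1-3p on chromosome 18 of rn4 from 2191726 to 2191745. Its log2 signal was 11.80 on each of the 3 control arrays, because quantile normalization gives one value to a given rank, and 10.45, 9.64 and 5.87 on the model arrays, a log2 fold change of -3.14 (standard error 1.26, limma adjusted p = 0.106). For rno-miR-133b-3p, on chromosome 9 from 19405921 to 19405938, the signal was 8.77 ± 0.20 (SD, n = 3) in the control group and 5.58 ± 2.55 (SD, n = 3) in the model group, a log2 fold change of -3.19 (standard error 1.32, limma adjusted p = 0.113). rno-miR-133a-3p, on chromosome 18 from 2189274 to 2189288, had a signal of 4.10 ± 0.14 in the control group and 1.36 ± 1.53 in the model group, where it was detected on 2 of 3 arrays. Its log2 fold change was -2.74 (standard error 0.79, limma adjusted p = 0.0545). The values of the 3 model rats lay below those of the 3 control rats for each of these 3 miRNAs (exact permutation p = 0.10), and the model rats differed widely among themselves. rno-miR-133a-5p had a log2 fold change of -2.58 (limma adjusted p = 0.0833) and rno-miR-1b one of -2.78 (limma adjusted p = 0.167). The rno-miR-1b probes differ from those of rno-miR-1-3p by C6T, counted from the first base of the probe as listed and with the rno-miR-1-3p base first. Without model replicate 1, 3 of the 5 passed the adjusted threshold, and without control replicate 3, 1 of the 5 passed the paper's threshold.

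**Figure D2:**
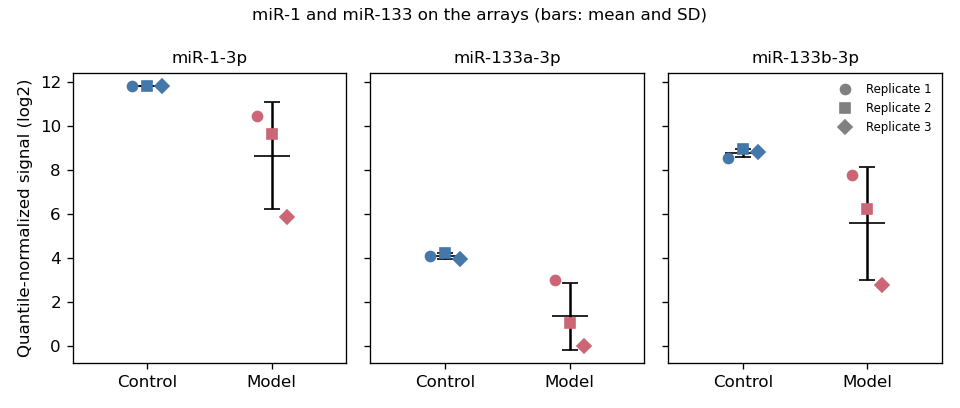
Quantile-normalized log2 signal of miR-1-3p, miR-133a-3p and miR-133b-3p on the 3 control and 3 model arrays. Points are rats with a marker per replicate, and bars show the mean and SD. The model values of miR-1-3p run from 5.87 to 10.45, below the control value of 11.80.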

As shown in Figure 6, the 14 pathways were predicted to be related to the 3 differentially expressed miR-1 and miR-133 family members. ECM-receptor interaction and gap junction pathway were the predicted highest correlation.

### 3.7. Relative mRNA Levels of Connexin 43 (Cx43) and Connexin 45 (Cx45)

The mRNA levels of Cx43 and Cx45 are the important factors involved in gap junction pathway. The relative mRNA levels of Cx43 and Cx45 were detected by quantitative real-time PCR, and the possible effects of WXKL were observed at the same time. As shown in Figure 7(a), the relative mRNA levels of Cx43 decreased in the model and the captopril groups compared with the control group (*P* < 0.05). Compared with the model and the control groups, the relative mRNA levels of Cx43 and Cx45 increased in the WXKL group (*P* < 0.01 and *P* < 0.05, resp.). As shown in Figure 7(b), the Cx43/Cx45 ratio decreased in the model and the captopril groups compared with the control group (*P* < 0.01 and *P* < 0.05, resp.). Compared with the model group, the Cx43/Cx45 ratio increased in the WXKL group (*P* < 0.01).

## 4. Discussion

miRNAs are approximately 20–22 nucleotide long, noncoding, endogenous single-stranded RNAs [21]. Studies have confirmed that miRNAs are indeed implicated in the pathogenesis of MI by involving in specific signaling pathways [22–24]. However, a comprehensive miRNA expression profile, especially the pathways predicted to be targeted by differentially expressed miRNAs in MI, is largely unknown.

In the present study, a MI rat model was established by ligation of the left anterior descending coronary artery. This method is the most commonly used experimental model to induce MI in rodents. At 4 weeks after the coronary artery occlusion surgery, the pathological Q waves, scar tissue, and myocardial fibrosis could be observed in the model group. Those results confirmed the MI model reliability in the present study. In order to understand the pathological mechanisms of MI better, the complete miRNA expression state of MI rats and non-MI rats was examined using Agilent Rat miRNA microarray (8^∗^15K, Design ID: 070154) of a total of 758 miRNA probes. 

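The scanner files list 758 rat miRNAs, each measured by 16 features that carry 1 to 4 different probes, for 12128 miRNA features per array. Of the 758 miRNAs, 621 were detected on 0 of the 6 arrays, 137 on at least 1, and 91 on all 6. The software's flag for a detected miRNA matched the rule of at least 1 probe with a total signal over 3 times its error for 758 of 758 miRNAs on each array. An undetected miRNA is below the detection limit of these arrays, which does not show that it is absent.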

The miRNA microarray makes it possible to measure the expression levels of almost all the known rat miRNAs and therefore facilitates the identification of miRNAs and the targeted pathways that are related to MI. In this study, a total 35 differentially expressed miRNAs were identified with more than a twofold change. In the model group, 17 miRNAs were downregulated, including miR-1, miR-133, miR-29, miR-126, miR-212, miR-499, miR-322, miR-378, and miR-30 family members, whereas the other 18 miRNAs were upregulated, including miR-21, miR-195, miR-155, miR-320, miR-125, miR-199, miR-214, miR-324, and miR-140 family members. Among these differentially expressed miRNAs, miR-1, miR-133, miR-29, miR-126, miR-499, miR-30, miR-21, miR-195, miR-155, miR-199, miR-214, and miR-140 have been reported to be related to MI [25–36], while the other miRNAs have not been reported directly in MI. 

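Of the members of these 18 families on the array, 36 passed the detection filter. With quantile normalization, 22 of 22 tested members of the 9 families listed as downregulated were lower and 14 of 14 of the 9 families listed as upregulated were higher in the model group by their fitted values. Of the latter, this fit gives no direction for rno-miR-125a-3p, which was undetected on every control array and has a bound below 1. At the paper's threshold 28 of the 36 passed, and 20 at the adjusted threshold over all miRNAs tested. When adjusted over the list alone 25 passed, which is not independent evidence, since the study chose the list on these samples. The most members came from miR-30, of which 8 of 9 tested members passed the paper's threshold, with log2 fold changes from -2.10 to -0.80 for the 8 members other than rno-miR-30e-3p, which was undetected on every model array and has only a bound. Of miR-125, 3 members were tested and 0 passed, with log2 fold changes of 0.55 for rno-miR-125a-5p and 0.75 for rno-miR-125b-5p. With no normalization, rno-miR-125b-5p passed both thresholds (1.71). It passed neither with each array scaled to its 75th percentile over miRNAs detected on all arrays (0.75). It passed the adjusted threshold under 4 alternatives and not under 17. rno-miR-212-3p had a log2 fold change of -0.99 and did not pass. With the authors' own values, rno-miR-212-3p (-1.19) and rno-miR-125a-3p (2.11) did pass the paper's threshold. With the floor at each array's lowest detected signal, however, rno-miR-125a-3p was at -1.41. Directions depended on the scaling for a few members. With no normalization, rno-miR-29a-3p and rno-miR-30c-1-3p were not lower, and with each array scaled to its 75th percentile over miRNAs detected on all arrays, rno-miR-125a-5p and rno-miR-324-3p were not higher. Relative to the median log2 fold change of all tested miRNAs, which was 0.52 with no normalization and -0.43 with that percentile, the fitted values of all 36 members kept the stated direction. This counts as a single result, because the 2 settings differ by one shift for the miRNAs detected on all arrays.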

As well known, miRNAs are likely to participate in numerous disease initiation and development by regulating specific target genes. Each miRNA can regulate up to dozens of mRNAs, while multiple miRNAs have been also shown to collaborate in targeting a specific mRNA [37]. Based on the findings of this study, the total 35 differentially expressed miRNAs were identified to target 5829 mRNAs in the intersection predicted with TargetScan and microRNAorg databases. Consequently, many signaling pathways composed of numerous mRNAs are involved in the pathogenesis of MI. But, the numerous miRNAs and target mRNAs pose a significant bottleneck to the elucidation of their functional impact. Fortunately, the DIANA-miRPath v3.0 online tool offers an extensive array of fundamental tools that enable the functional annotation of one or more miRNAs [19]. To assess the pathways predicted to be targeted, pathway analysis of differentially expressed miRNAs was performed by using the DIANA-miRPath v3.0 tool in this study. Pathway analysis showed that many pathways are involved in MI, including ECM-receptor interaction, TGF-beta signaling, fatty acid metabolism, and gap junction pathway. Although extracellular matrix (ECM) plays an important role in the maintenance of myocardial tissue structure integrity and cardiac pump function, excessive ECM remodeling may lead to ventricular diastolic and systolic dysfunctions and ultimately contributes to heart failure [38, 39]. Notably, extracellular matrix synthesis and degradation are closely related to TGF-beta signaling pathway [40]. It is well known that fatty acid and glucose serve a wide variety of functions in the heart. Reportedly, fatty acid dysmetabolism is an important factor which contributes to post-MI cardiac dysfunction and remodeling [41]. Additionally, gap junction pathway is recognized as one of the substrates in susceptibility to post-MI arrhythmias [42].

The above results indicate that the miRNAs and specific signaling pathways might be potential therapeutic targets for treatment of MI. The present study is interested in miR-1 and miR-133, two muscle-enriched miRNAs, and they were chosen for further validation by the quantitative real-time PCR, and the possible effects of WXKL were observed at the same time. Additionally, the effect of WXKL on Cx43 and Cx45, those involved in gap junction pathway, was also detected in the present study. The results showed that the expressions of miR-1 and miR-133 were consistent with the microarray data. And WXKL increased the expressions of miR-1 and miR-133 significantly. MiR-1 and miR-133 have been regarded as key factors involved in cardiac development and cardiovascular disease. Reportedly, mice lacking miR-1-2 develop ventricular septal abnormalities and cardiac rhythm disturbances [43]. While the deficiency of miR-133a leads to myocardial matrix remodeling and progress of heart failure [44, 45]. Further pathway analysis indicated that gap junction pathway was the predicted closely correlation pathway to be targeted by miR-1 and miR-133. Notably, Cx43 and Cx45 are the important factors involved in gap junction pathway, and they are indeed required to maintain cardiac rhythms [46]. One study has revealed that multiple miRNA binding sequences exist in 3′-untranslated regions of Cx43 and Cx45 genes [47]. It has been reported that Cx43 is a miR-1 and miR-133 target [48, 49], but Cx45 has not been reported yet. Both Cx43 and Cx45 are the principal connexins which are expressed in the left ventricle [50]. The change of Cx43/Cx45 ratio has been demonstrated to increase susceptibility to cardiac rhythmicity and reduce gap-junctional intercellular communication [46, 51–53]. In the present study, we demonstrated that WXKL increased the relative mRNA levels of Cx43 and Cx45, and, especially, recovered the Cx43/Cx45 ratio near to normal level. Some studies have confirmed that WXKL is an effective alternative medicine that can improve myocardial ischemia, enhance cardiac function, relieve ventricular remodeling, and reduce the occurrence of arrhythmia [7, 9, 18, 54]. The observed beneficial effects of WXKL in the two connexins can be partly attributed to the above cardioprotective effects. The above findings provide a possible pharmacological mechanism of WXKL in the treatment of MI at the genomic level.

## 5. Conclusions

Complex changes of miRNAs and related pathways, including miR-1, miR-133, and gap junction pathway, are involved in the pathogenesis of MI. Regulatory effects on miR-1, miR-133, Cx43, and Cx45 might be a possible pharmacological mechanism of WXKL in the treatment of MI at the gene level.

## Figures and Tables

**Figure 1:**
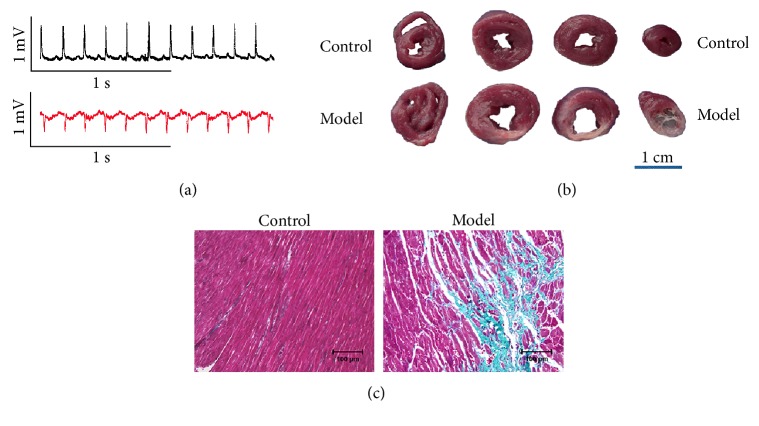
Electrocardiogram (ECG), heart anatomical samples, and Masson trichrome staining from normal and MI rats. (a) Typical ECG recordings. (b) Heart anatomical samples. Scale bars = 1 cm. (c) Masson trichrome staining. Green staining indicates myocardial fibrosis. Scale bars = 100 *μ*m.

**Figure 2:**
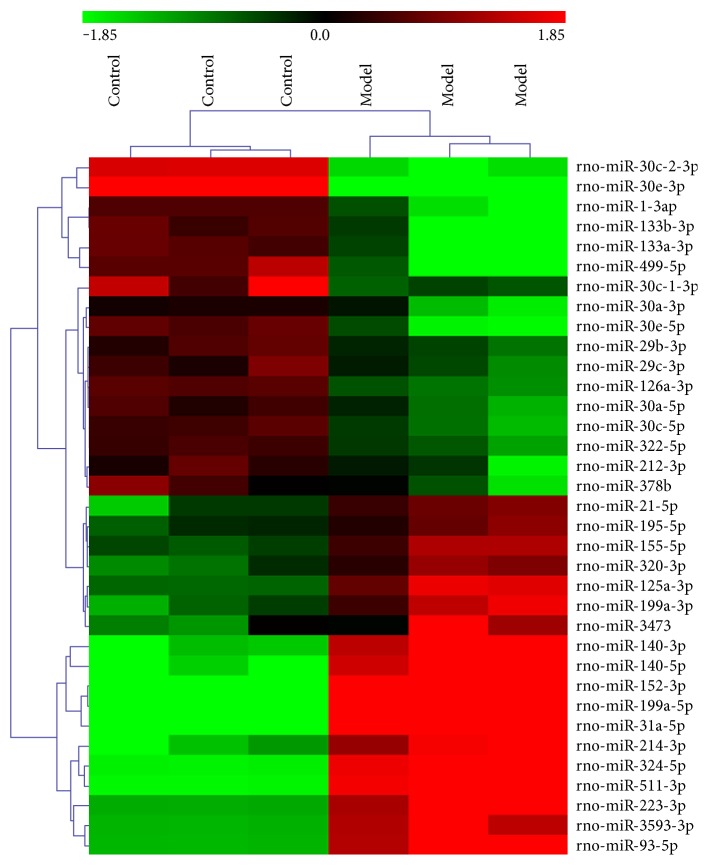
Heatmap of miRNA expression microarray from left ventricular tissue samples of MI rats (model group) and non-MI rats (control group). At 4 weeks after the coronary artery occlusion surgery, heatmap of 35 differentially expressed miRNAs between MI and non-MI rats identified by microarray. The miRNA clustering tree is hierarchically clustered on the left, and the sample clustering tree is hierarchically clustered on the top. The samples are clustering significantly into two groups, the control (non-MI rats) and model (MI rats). The color scale of the miRNA represented in the corresponding row shows the relative expression level of miRNAs; green indicates downregulation, while red indicates upregulation.

**Figure 3:**
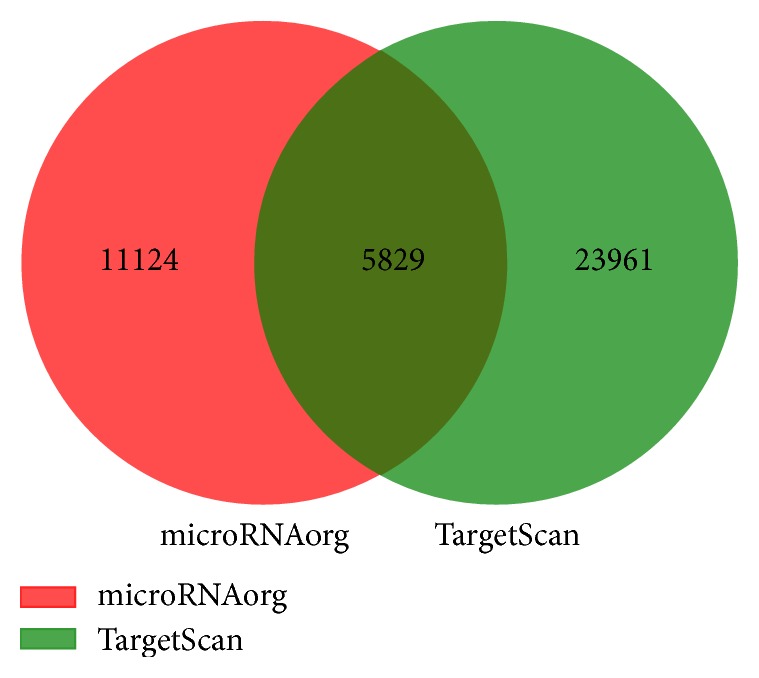
Target genes predicted based on TargetScan database and microRNAorg database.

**Figure 4:**
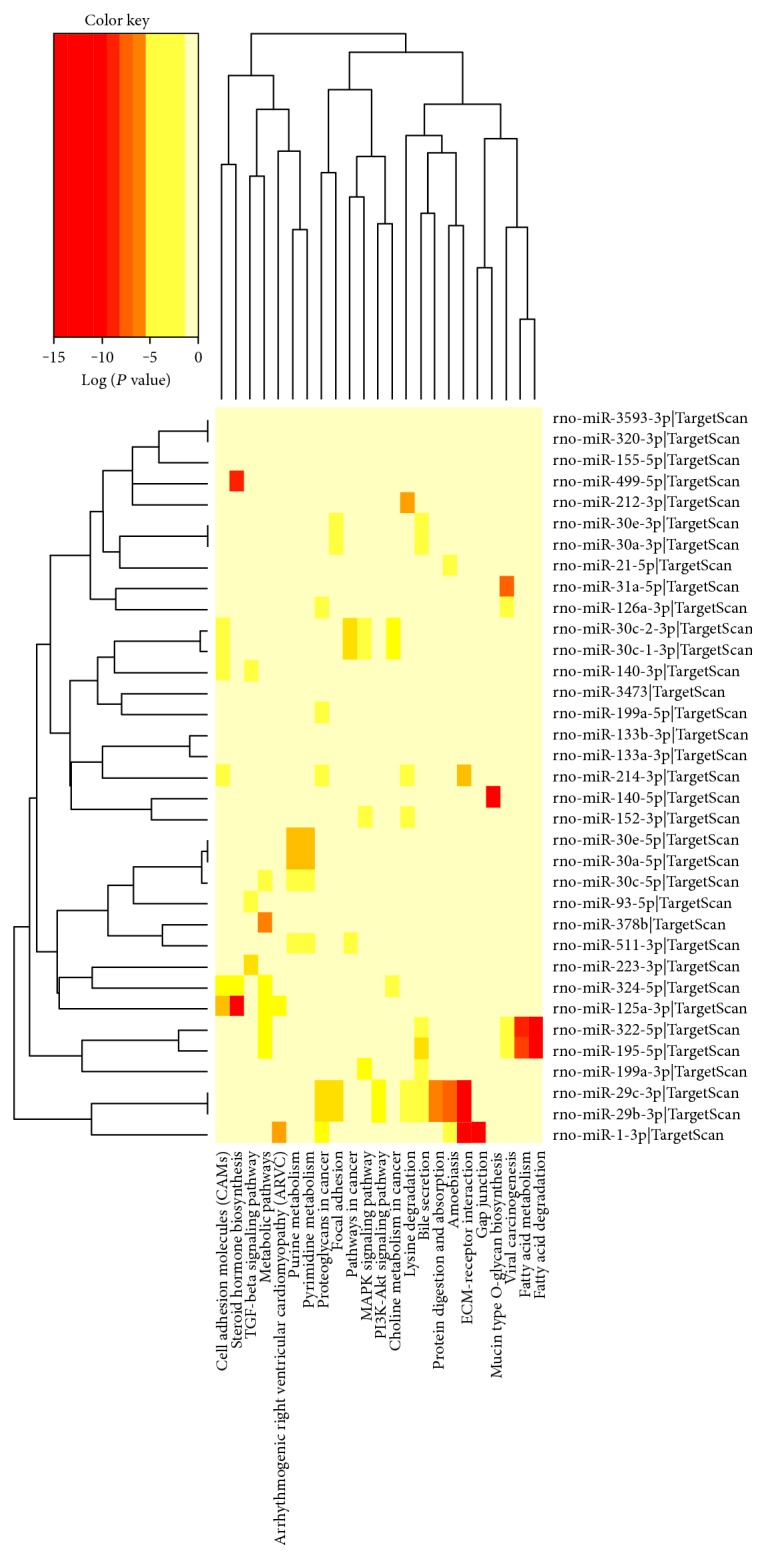
KEGG annotations of differentially expressed miRNAs from left ventricular tissue samples of MI rats (model group) and non-MI rats (control group). The miRNA versus pathway heatmap was created directly from the DIANA-miRPath v3.0 online tool. The heatmap depicts the level of enrichment in pathways of 35 differentially expressed miRNAs between MI and non-MI rats identified by microarray. There were 23 predicted pathways integrating with 35 differentially expressed miRNAs in the heatmap. The pathway clustering tree is shown on the top, and the legend on the bottom indicates the pathway represented in the corresponding column. The miRNA clustering tree is shown on the left, and the legend on the right indicates the miRNA represented in the corresponding row. The color scale shown on the upper left corner illustrates the predicted correlation degree of pathways with the miRNAs (shown as log *P* value).

**Figure 5:**
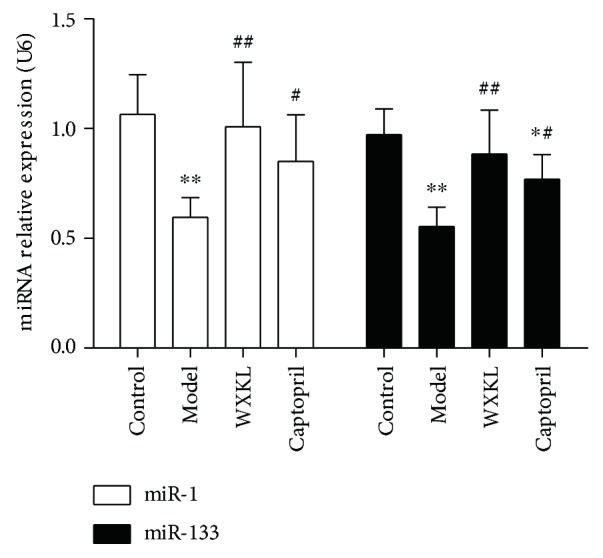
Relative expressions of miR-1 and miR-133. Quantitative real-time PCR was performed to detect the relative expressions of miR-1 and miR-133. Values are expressed as the mean ± SD. ^∗^*P* < 0.05, ^∗∗^*P* < 0.01, versus the control group. ^#^*P* < 0.05, ^##^*P* < 0.01, versus the model group.

**Figure 6:**
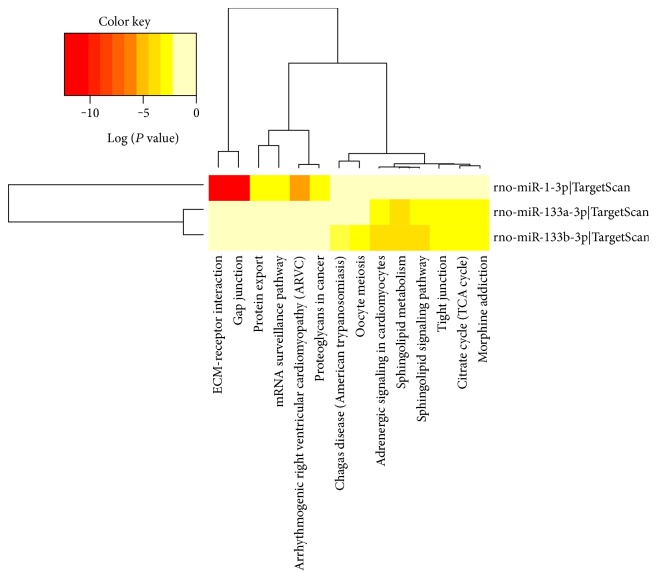
KEGG annotations of differentially expressed cardiac-specific miRNAs from left ventricular tissue samples of MI rats (model group) and non-MI rats (control group). The miRNA versus pathway heatmap was created directly from the DIANA-miRPath v3.0 online tool. The heatmap depicts the level of enrichment in pathways of 3 differentially expressed cardiac-specific miRNAs. There were 14 predicted pathways integrating with 3 differentially expressed cardiac-specific miRNAs in the heatmap. The pathway clustering tree is shown on the top, and the legend on the bottom indicates the pathway represented in the corresponding column. The miRNA clustering tree is shown on the left, and the legend on the right indicates the miRNA represented in the corresponding row. The color scale shown on the upper left corner illustrates the predicted correlation degree of pathways with the miRNAs (shown as log *P* value).

**Figure 7:**
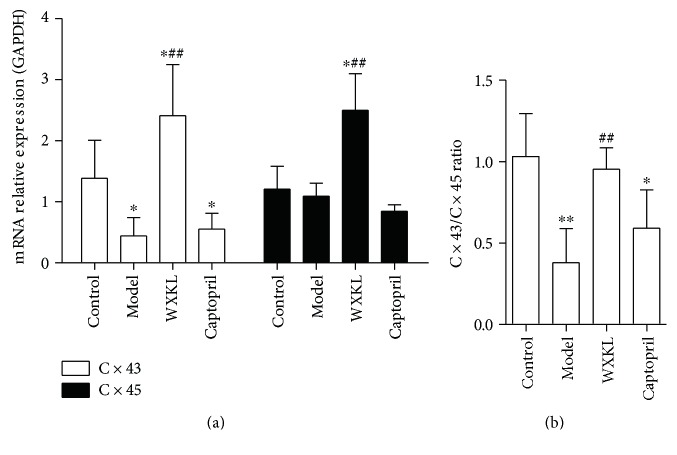
Relative mRNA levels of connexin 43 (Cx43) and connexin 45 (Cx45). (a) The relative mRNA levels of Cx43 and Cx45. (b) The Cx43/Cx45 ratio. Values are expressed as the mean ± SD. ^∗^*P* < 0.05, ^∗∗^*P* < 0.01, versus the control group. ^##^*P* < 0.01, versus the model group.

How the deposited data were processed for this re-analysis (not part of the article)

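The arrays measured miRNA in left ventricular tissue of 3 control (sham-operated, non-MI) and 3 model (MI) male rats 4 weeks after surgery, with 1 one-color array per rat. Samples were grouped by their labels, which give the condition and the replicate of each. For each array the authors deposited the scanner output of Feature Extraction 10.7.1.1, in which the signal intensity is on a linear scale, background subtracted and spatially detrended, with totals per probe and per miRNA, and no normalization between arrays. The authors also deposited a table of log2 values per miRNA, made by quantile normalization in GeneSpring according to the methods. Its median per array lay between -3.32 and -3.25, its scale was taken to be log2, any further centring is not stated, and its values rose with the scanner signals on every array.

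The planned value per miRNA was the deposited total gene signal. On 227 occasions that total also held the total of the preceding detected miRNA in name order, so the signal was recomputed from the probes, each counted where its total signal exceeded 3 times its error. This replaced the planned value after the data had been examined, and after fits on the deposited totals under several settings had been seen. The deposited totals give 23 miRNAs at the adjusted threshold (11 lower, 12 higher) and 32 at the paper's threshold (17 lower, 15 higher), where the recomputed signals give 25 (11 lower, 14 higher) and 37 (19 lower, 18 higher). Recomputed signals were quantile normalized over the 758 miRNAs, set to 1 where lower, and converted to log2. The 116 miRNAs detected on all arrays of at least 1 group were compared with lmFit and eBayes of limma 3.58.1 in R 4.3.3, two-sided, with Benjamini-Hochberg adjustment. The adjusted threshold was a fold change of at least 2 and an adjusted p of at most 0.05. The paper's threshold was a fold change of at least 2 and an unadjusted p of at most 0.1. Where a miRNA was undetected on every array of a group, the fold is given as a bound against the lowest detected signal on each of those arrays. Detection is judged per probe, so the true fold may be smaller than this bound. Exact permutation tests, clustering and silhouette widths used Python 3.11.15, numpy 2.4.6, scipy 1.17.1 and pandas 2.3.3, and the permutation test across miRNAs drew 10000 permutations, while that across hairpins used all 720 orders. Depth on arrays is given as the number of detected miRNAs and the summed signal, and the number of arrays limits the precision.

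The fits were tested on simulated data for the model against control comparison. With 116 simulated miRNAs, 30 of them changed by a log2 fold change of 2, limma called 93.3% of the changed and 0 of the unchanged miRNAs at the adjusted threshold, and 96.7% of the changed and 1 unchanged miRNA at the paper's threshold. The simulated values had normal noise around normalized log2 means, with the same SD in both groups. They held no signal floor, undetected signals, normalization step or array effect. These rates therefore check the fit and cannot be carried over to the real arrays.

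The test for each result, the families, the lists of cell-type miRNAs and 13 alternatives to the fit, besides leaving out each of the 6 arrays, were fixed before the data were examined. The alternatives were the 75th percentile of each array over the miRNAs detected on all arrays or over all miRNAs, no normalization, the authors' own values, the mean over features, normexp with an offset of 50, the order and the level of the signal floor, the detection filter, the methods' t-test, an intensity trend and the replicate number as a block. Later 2 were added: the total gene signal as deposited, and the authors' values with the methods' t-test. The slide and the scan could not be used as a block, because there was 1 of each. miRNAs named in the text are those the paper names in its text or by a legible label in Figures 2, 4 and 6. Full statistics are given for miR-1, miR-133 and the 3 largest changes in each direction past the adjusted threshold. These 3 were taken among miRNAs detected on all 6 arrays, a restriction that the plan did not state. Outside the named miRNAs, up to 5 in each direction past the adjusted threshold with groups that do not overlap were to be named, of which there were 0. The 4 miRNAs outside Figure 2 at the paper's threshold are named after their values were seen, as are miR-1b and the family members singled out for their direction. rno-miR-143-3p, which the paper does not name, is named as the only tested member of the smooth muscle list. Positions are those the array's annotation gives for its probes, in rn4. Quantitative PCR, target prediction and pathway results were not analysed here.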

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

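The tests of hairpin arms and position on the slide were chosen after the results were seen, and those of the detection limit, brightness and other divisions of the arrays before.

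At the paper's threshold, 4 miRNAs outside the 35 of Figure 2 differed between the groups, a signal that the paper does not report, and 0 of the 4 passed the adjusted threshold. rno-miR-133a-5p had a log2 fold change of -2.58 (limma adjusted p = 0.0833) and was undetected on 1 of 3 model arrays. rno-miR-150-5p had one of -1.86 (limma adjusted p = 0.0833) and was also undetected on 1 of 3 model arrays. rno-miR-30d-5p had one of -1.63 (limma adjusted p = 0.0878) and was detected on all 6 arrays. rno-miR-146b-5p had one of 1.67 (limma adjusted p = 0.164) and was undetected on 1 of 3 control arrays. For each of the 4, the 3 model values lay on one side of the 3 control values. Of the 19 alternatives set beforehand, counting each array left out, rno-miR-30d-5p passed the paper's threshold in 18, rno-miR-150-5p in 16, rno-miR-133a-5p in 15 and rno-miR-146b-5p in 7. With the authors' own values and the methods' t-test, and with the deposited total gene signal, 0 of the 4 passed it.

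For rno-miR-146b-5p the call rests on control replicate 2, on which it was undetected: without that array the log2 fold change was 0.74 and the paper's threshold was not passed. It was also not passed without each of the model replicates in turn, at 1.84, 1.61 and 1.55. rno-miR-133a-5p and rno-miR-150-5p did not pass without control replicate 3, at -2.45 and -1.73. Over the alternatives the limma or t-test adjusted p ranged from 0.0199 to 0.678 for rno-miR-133a-5p, from 0.0148 to 0.677 for rno-miR-150-5p, from 0.0149 to 0.696 for rno-miR-30d-5p and from 0.0603 to 1.0 for rno-miR-146b-5p. Without model replicate 1, rno-miR-133a-5p, rno-miR-150-5p and rno-miR-30d-5p all passed the adjusted threshold, at -3.49, -2.43 and -2.18, as rno-miR-150-5p did without model replicate 3, at -1.21.

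Signals below the detection limit are not the whole source of the calls at the paper's threshold, since 20 of the 37 were detected on all 6 arrays, but 3 of these 4 miRNAs were undetected on 1 array each and the limit could account for part of their size. Brightness of the arrays does not give the direction of the lower ones: rno-miR-133a-5p, rno-miR-150-5p and rno-miR-30d-5p were also lower with no normalization, at -2.18, -1.49 and -1.04. A change in the amount of the shared hairpin may link rno-miR-133a-5p to rno-miR-133a-3p, as the arms of 6 hairpins, this one among them, moved alike (Pearson r 0.99). Position on the slide cannot be told apart from the infarction, since 0 slide rows held both groups, and the infarction itself stays open as an untested explanation. The divisions of the arrays cannot exclude chance either, since 1 of 10, the real one, is the smallest share possible.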

How the results depend on the processing

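Of the settings reported here, the deposited total gene signal and the authors' values with the methods' t-test were chosen after the results were seen, and so was the recomputed signal that all other settings on per-miRNA totals use.

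All 5 tested members of the miR-1 and miR-133 family were lower under each alternative that tested them, and 34 to 36 of 36 tested members of the families named in the discussion kept the stated direction in their fitted values under each alternative with the same filter and all arrays. At the paper's threshold, the count of 37 stayed within 1.5 times under all but 2 alternatives, normexp and the 91 miRNAs detected on all 6 arrays. The adjusted count of 25 did so under 10 and not under 11 alternatives.

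With normexp background correction, 3 miRNAs passed the adjusted threshold and 6 the paper's threshold. Of the family members, 3 and 6 passed, and 1 of the miR-1 and miR-133 family passed the adjusted threshold. Some calls lost only the fold of 2, as rno-miR-199a-5p (0.25, limma adjusted p = 0.0277) and rno-miR-152-3p (0.16, limma adjusted p = 0.031) did. This setting adds an offset of 50 to each feature before log2, and the offset was not tested apart from the background correction. Without a filter on detection, 758 miRNAs were tested and 5 passed the adjusted threshold, 3 of them family members. With only the 91 miRNAs detected on all 6 arrays, 13 passed it, 13 of them family members, and 20 passed the paper's threshold, 2 of them of the miR-1 and miR-133 family; here fewer miRNAs were tested. With the authors' values and the methods' t-test, 15 passed the adjusted threshold, 12 of them family members. The methods' t-test on the recomputed signals gave 36 miRNAs at the paper's threshold and 19 after Benjamini-Hochberg adjustment.

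With the total gene signal as deposited, which was the planned value, 23 miRNAs passed the adjusted threshold and 32 the paper's threshold, of which 16 and 21 were among those called with the recomputed signals. Of the miR-1 and miR-133 family 1 passed the adjusted and 2 the paper's threshold, rno-miR-133b-3p passing the adjusted one at -1.95. rno-miR-212-3p (0.26) and rno-miR-320-3p (-0.69) reversed.

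Scaling moved the division between lower and higher miRNAs. At the adjusted threshold it was 11 lower and 14 higher with quantile normalization, 23 and 13 with the 75th percentile over the miRNAs detected on all arrays, 4 and 27 with no normalization, and 9 and 15 with the authors' values. At the paper's threshold the same settings gave 19 and 18, 28 and 14, 11 and 34, and 20 and 19. The floor at each array's lowest detected signal gave 13 and 10, and 22 and 13. The median log2 fold change of all tested miRNAs was 0.01, -0.43, 0.52 and 0.10 under the 4 scalings in that order. The 75th percentile over all miRNAs tests nothing further, since it falls on the value of undetected miRNAs and gave the values of no normalization. With no normalization and that percentile, rno-miR-30c-1-3p (0.12 each) and rno-miR-29a-3p (0.19 each) reversed, the latter also with the mean over features (0.00). rno-miR-125a-5p (-0.10) and rno-miR-324-3p (-0.22) reversed with the 75th percentile over miRNAs detected on all arrays. rno-miR-125a-3p (-1.41) and rno-miR-93-5p (-0.25) reversed with the floor at each array's lowest detected signal. Both were undetected on all control arrays, where this floor lifts their values above the model mean.

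Of the miR-1 and miR-133 family, 2 passed the adjusted threshold with the 75th percentile over miRNAs detected on all arrays, 1 with the mean over features and 1 with an intensity trend. rno-miR-133a-3p came past it in these 3 settings, at -2.96, -1.71 and -2.74, and rno-miR-133b-3p with normexp, at -1.59. With normexp rno-miR-133a-3p was only -0.29 and, as with the deposited total gene signal (-2.20), did not pass the paper's threshold; over all alternatives it ran from -4.40 to -0.29. The adjusted p ranged over the alternatives from 0.0364 to 0.864 for rno-miR-1-3p, from 0.00214 to 0.426 for rno-miR-133a-3p and from 0.0364 to 0.909 for rno-miR-133b-3p.

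With each array left out in turn, the adjusted count ran from 7 to 42 and the count at the paper's threshold from 30 to 50. The adjusted count was 8, 10 and 10 without control replicates 1, 2 and 3, and 42, 7 and 16 without model replicates 1, 2 and 3. Each of these fits has fewer arrays, yet leaving out model replicate 1 raised the count. The cause was not tested. Among family members the adjusted count ran from 5 to 27, being 6, 6 and 7 without control replicates 1, 2 and 3, and 5 and 12 without model replicates 2 and 3. In the miR-1 and miR-133 family it ran from 0 to 3, reaching 3 without model replicate 1 and 1 without model replicate 3, and at the paper's threshold from 1 to 5, with 2, 2 and 1 left without control replicates 1, 2 and 3. The log2 fold change ran from -4.06 to -1.63 for rno-miR-1-3p, from -3.69 to -2.21 for rno-miR-133a-3p and from -4.31 to -1.80 for rno-miR-133b-3p. rno-miR-1-3p passed the adjusted threshold without model replicate 3 alone, at -1.63, and rno-miR-133a-3p and rno-miR-133b-3p without model replicate 1, at -3.69 and -4.31. rno-miR-143-3p, near 0 throughout these fits (-0.11 to 0.32), reversed without control replicate 2, model replicate 2 or model replicate 3.

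The mean silhouette width stayed between 0.45 and 0.803 under the alternatives, but the first division was not that of the groups over the 91 miRNAs detected on all 6 arrays and without model replicate 2.

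The groups share replicate numbers, but arrays of the same number did not deviate together (correlations -0.14, -0.21 and -0.03), so the numbers do not pair the rats. With the replicate number as a block, 6 miRNAs passed the adjusted threshold, 4 of them family members, and 36 the paper's threshold.

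For the other 42 named miRNAs, 617 of 865 comparisons kept direction and side of the adjusted threshold, 196 fell below it, 38 came past it and 14 reversed, over 9 miRNAs. Signal over background limits these results where a miRNA was undetected: 9 of the 37 miRNAs at the paper's threshold were undetected on every array of a group and 8 on some arrays.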

Differences from the paper's values

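The setting with the authors' values and the methods' t-test was chosen after the values were seen.

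With the recomputed signals and quantile normalization, each count at the paper's threshold was within 1.5 times the paper's. The paper's count of differentially expressed miRNAs is 35 and that found here 37, the paper's count of lower miRNAs is 17 against 19, and its count of higher miRNAs is 18 against 18. The paper counts 3 members of the miR-1 and miR-133 family, against 4 here, rno-miR-133a-5p being the one outside Figure 2. The paper's 758 miRNAs on the array match the files.

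The paper counts rno-miR-212-3p and rno-miR-125a-3p among the changed miRNAs, and neither passed its threshold here. rno-miR-212-3p had its direction, with a log2 fold change of -0.99 (limma p = 0.0248). Of the alternatives set before the data were examined, it passed with the 75th percentile over miRNAs detected on all arrays, the authors' values, the floor and log2 taken before quantile normalization, and without control replicate 2, model replicate 1 or model replicate 2. rno-miR-125a-3p was undetected on every control array and its bound with quantile normalization is below 1, so that no fold or direction is given for it. It passed in the paper's direction with the 75th percentile over all miRNAs, no normalization and the authors' values, and in the opposite direction with the floor at each array's lowest detected signal. It also passed with the deposited total gene signal, an alternative added later, which calls 22 of the 35 and so leaves out 13. With the authors' values and the methods' t-test, which was chosen after the values were seen, exactly 35 miRNAs passed, 17 lower and 18 higher, 35 of them those of Figure 2, so 0 of the paper's miRNAs are left out. The authors' values with limma gave 39, with 35 of 35 of Figure 2, and the floor at each array's lowest detected signal gave 35, with 28 of Figure 2. Without model replicate 2 the count was also 35, with 30 of Figure 2.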

Other observations

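The tests of the division of the calls, of the preceding miRNA's total, of miR-30c-1-3p, GC content, hairpin arms, miR-1b and slide position were chosen after the results were seen, and those of other divisions of the arrays, the detection limit, cell shares and overall brightness before. The criteria for miR-30c-1-3p and for miR-1b were also reworded or set after their values were seen, and the restrictions of the fibroblast list to miRNAs detected on all arrays and of the hairpins to those without an arm undetected in a whole group were added then, as were the bounds under each scaling.

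The real division of the 6 arrays gave 25 calls at the adjusted threshold and 37 at the paper's threshold. Of the 10 possible divisions into 3 and 3, 1 gave as many at the adjusted threshold and 1 at the paper's threshold, the real one in both cases, and the others gave at most 3 and 8. With 10 divisions the share cannot fall below 0.10, so these divisions alone cannot exclude chance.

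Signals at or below the detection limit in one group were weighed as the source of the fold changes. Of the 37 miRNAs at the paper's threshold, 20 were detected on all 6 arrays, which argues against the limit as the whole source. Of the 9 that were undetected in a whole group, 4 passed both thresholds also with the floor at each array's lowest detected signal. Their bounds were over 2-fold under each of 4 scalings. This argues against the limit as their source if their undetected signals were no higher than that floor. Detection per probe does not ensure this. The limit remains open as the source for the other 5, which passed neither with that floor.

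miRNAs listed beforehand for cardiomyocytes had a median log2 fold change of -3.16 (4 tested), those for fibroblasts 3.54 (6 tested) and those for leukocytes 1.58 (6 tested, from -1.86 to 2.53). Of these, 1 fibroblast and 2 leukocyte miRNAs were undetected on every control array, and their fitted values depend on the signal floor. With them at their bounds under quantile normalization the medians were 2.64 and 0.44 (the latter from -1.86 to 1.67), and as the leukocyte members go both ways, their median decides nothing. The endothelial list rests on rno-miR-126a-3p alone (-1.50), the smooth muscle list on rno-miR-143-3p alone (0.04, and -0.11 to 0.32 with each array left out), and 0 members of the erythroid list were tested. Of the tested members, 4, 6, 3 and 1 of the cardiomyocyte, fibroblast, leukocyte and endothelial lists are in Figure 2, so the study picked most of them from these arrays, and heart tissue holds all of these cell types. A lower share of cardiomyocytes with all other cell types unchanged would raise the other lists alike. The 3 fibroblast miRNAs detected on all arrays and the endothelial one moved apart by 4.07 (log2, SD 0.47), which argues against that explanation as the whole cause. With the fibroblast list as planned the gap was 4.99 (SD 1.11), a value that also rests on signals at the floor. The endothelial side is a single miRNA, and changes within a cell type, or in the share of several types, stay open and were not tested, as does the infarction itself.

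A difference in overall array brightness was weighed in 2 parts. The number of detected miRNAs separated the groups. The median log2 signal of a set of spike-in controls did so narrowly, from 7.355 to 7.506 on the control arrays and from 7.519 to 7.754 on the model arrays. That of a further set overlapped, from 7.87 to 8.227 and from 8.039 to 8.519. The model arrays may thus be brighter in part for technical reasons, which was not tested. Summed signals overlapped, however, and 3 miRNAs were called lower and 10 higher under each of 4 scalings. Of these, 2 lower and 2 higher ones were detected on all 6 arrays, and brightness alone cannot give both directions. The others were undetected on some arrays and add little to this. Among them, the calls of rno-miR-223-3p, rno-miR-324-5p, rno-miR-511-3p and rno-miR-93-5p depend on the signal floor. For the division itself, 87.1% of the adjusted calls were higher with no normalization, 56.0% with quantile normalization and 36.1% with the 75th percentile over the miRNAs detected on all arrays. The log2 fold changes with no normalization and with that percentile differ by one shift, 0.96, for each of the 91 miRNAs detected on all arrays, so the move of the division follows from the scalings and does not decide whether brightness is the cause. How many miRNAs are lower or higher is therefore open to the choice of scaling. Position on the slide cannot be told apart from the groups, because 0 slide rows held arrays of both.

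In the deposited total gene signals, 227 of 227 values above the sum of their detected probes are accounted for by the total of the preceding detected miRNA in name order. The median ratio of the deposited to the recomputed total at these miRNAs lay between 6.24 and 9.66 per array. Of the miRNAs with all their probes detected, 0 were affected. The step at which the totals were added is not known, and no biological explanation was tested.

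miR-30c-1-3p was lower by more than 2-fold with quantile normalization (-1.12) and with the authors' values (-2.04). Relative to the median of all tested miRNAs it was -0.41 with no normalization, against -1.13 and -2.14. The 75th percentile over miRNAs detected on all arrays also gives -0.41, which is no second result, since it differs from no normalization by one shift. A candidate explanation for the larger change is quantile normalization with more miRNAs detected on the model arrays. Under the criterion as first written, the log2 fold change with no normalization was 0.12 (limma adjusted p = 0.722), but with that percentile it was -0.84 (limma adjusted p = 0.00687), a fall of less than 2-fold. Over the alternatives the limma or t-test adjusted p ranged from 0.00687 to 0.722. A smaller fall remains open.

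Across the 116 tested miRNAs, log2 fold change and the GC content of the probes had a Spearman's rho of 0.06 (two-sided permutation p = 0.51, and 0.51 after Benjamini-Hochberg adjustment over the 2 correlations computed across miRNAs or hairpins), and 24 of the 25 adjusted calls kept a fold of at least 2 once the trend was removed, which argues against GC content as the cause. miRNAs are not independent replicates.

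Both arms were tested for 10 hairpins, but in 4 of these an arm was undetected on every array of a group, so that its fitted value depends on the signal floor. In the other 6 hairpins, 6 of 6 pairs had the same sign, and their log2 fold changes correlated across hairpins with a Pearson r of 0.99 and a Spearman's rho of 1.0 (one-sided exact permutation p for r = 0.0014, the smallest that 720 orders can give, and 0.0028 after Benjamini-Hochberg adjustment). Without the 2 hairpins farthest from the median r was 0.90. Both arms were detected on all arrays in 2 of the 6, so signals at the floor enter these values too. Hairpins are not independent replicates. This may reflect a change in the amount of the shared hairpin or its host transcript, which was not measured. An array effect common to both arms was not tested.

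rno-miR-1b fell together with rno-miR-1-3p. In signals without normalization, the change of rno-miR-1-3p from the control mean was -0.64, -1.71 and -5.37 on the 3 model arrays and that of rno-miR-1b -0.83, -1.86 and -5.51. The 2 changes differed by 0.16 on average and at most 0.20, within the SD of the control arrays, 0.202. The probes of the 2 miRNAs differ by 1 base, so binding of miR-1-3p to the miR-1b probes is a candidate explanation, but a joint fall of both miRNAs would give the same values and stays open.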
